A study of Mus musculus with 48 samples. Its data were reported in "A human sleep homeostasis phenotype in mice expressing a primate-specific PER3 variable-number tandem-repeat coding-region polymorphism" (2014).

How the data were processed

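RNA was measured in frontal cortex and hypothalamus taken from 24 mice after 12 h of sleep deprivation. The 24 mice were 8 Per3 5/5 and 8 Per3 4/4 knock-in mice, which carry the human PER3 repeat region with 5 or 4 repeats, and 8 wild-type (WT) mice. Groups were taken from the labels, 1 array per tissue and mouse, 48 arrays in all. Each sample was labelled with Cy3 and hybridised to a 1-colour Agilent whole mouse genome array of 43379 non-control spots that represent 41174 probes.

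The authors deposited, for each array, the output of Agilent Feature Extraction, and a table for the series. Per the file headers, the processed signal of each spot is an intensity on a linear scale, background subtracted and spatially detrended within the array, with no scaling between arrays. The deposited files also hold the raw median pixel intensity of the spot and of its local background, and other quality calls of 0 or 1 (well above background, saturated, outlier). The deposited series table holds log2 values that the authors made in GeneSpring by shifting each array to its 75th percentile. Checked against the scanner output, 99.95% of its cortex values and 99.91% of its hypothalamus values lay within 0.05 of the log2 processed signal minus the 75th percentile of the array, centred on the median of each probe within the tissue. In cortex, values of spots not well above background were blank in that table; in hypothalamus no value was blank.

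For the comparisons, the value of a spot was the log2 processed signal minus the log2 75th percentile of all non-control spots of its array. Spots that Feature Extraction marked as outliers (48 to 172 per array) were set to missing, and the spots of 1 probe were averaged. A probe was tested when it was well above background on at least 6 of 8 arrays of at least 1 group in the fit, which left 29715 probes in cortex, 30735 in hypothalamus and 31228 for both tissues together. Probe names came from the RefSeq accessions on the array. Of 41174 probes, 28486 had such an accession and 27668 of these (67.2% of all probes) matched a symbol in the RefSeq gene table, for 18883 genes. The array annotation and the gene table use different builds (mm9 and GRCm38.p6), so only names and the order of neighbouring genes were used.

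The genotypes were compared pairwise within each tissue with limma 3.58.1 (lmFit and eBayes, two-sided), with all 24 arrays of a tissue and 3 group means in 1 fit, in R 4.3.3. P values were adjusted by Benjamini-Hochberg over the probes tested, and a probe was called at an adjusted p under 0.05. A probe counted as called in both knock-ins when Per3 5/5 and Per3 4/4 each differed from WT with the same sign. Because both comparisons share the WT arrays, that count was set beside 100 simulations with unchanged genotypes. A genotype by tissue interaction was fitted on all 48 arrays. The log2 differences of both tissues were correlated across the probes tested in both, with Pearson's r and Spearman's rho. For Per3 and Homer1, the mean of both tissues of each mouse was compared with an exact two-sided permutation test, with Benjamini-Hochberg adjustment over the comparisons of that gene, and again within 1 scan day. Gene lists were tested with camera (preset correlation 0.01), camera with an estimated correlation and fry, each adjusted over the 6 comparisons of a list. A list was counted and tested with 1 probe per gene, the tested probe with the highest mean signal in the tissue. The lists held clock genes, genes the study discussed in relation to sleep, genes that respond to sleep deprivation, immediate early genes, interferon-induced genes, male and female markers, and markers of cortex, hypothalamus, choroid plexus, pituitary, striatum, thalamus, blood and oligodendrocytes.

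Genes named in the text were chosen by a rule. They are Per3 and Homer1 with all their probes, the called genes of the clock and sleep lists, and, for each tissue and comparison, the 3 called probes with a symbol and the largest log2 difference in each direction that were well above background on at least 6 of 8 arrays of both genotypes. The rule added the 5 genes called in both knock-ins and both tissues whose smallest log2 difference was largest. The samples, groups, tests, this rule and the gene lists were fixed before the data were examined. Other named genes were chosen after their values were seen, and the text says so where they appear.

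The scanner output gave 3 scan days and 12 slides of 4 arrays. Scan day 1 held 4 Per3 5/5 and 4 Per3 4/4 mice, day 2 held 3 Per3 4/4 and 5 WT mice, and day 3 held 4 Per3 5/5, 1 Per3 4/4 and 3 WT mice; both tissues of a mouse shared a slide. Each comparison was therefore repeated with scan day as a block, with slide as a block (fixed, and as a random block with limma's duplicateCorrelation), and on the arrays of 1 scan day alone. Same-numbered mice of different genotypes shared a slide in 4 cases for Per3 5/5 and Per3 4/4 (replicates 1 to 4) and in 1 case for Per3 4/4 and WT (replicate 5), and the other same-numbered mice were on different slides. Over 48 same-number pairs the correlation of the array residuals ran from -0.41 to 0.55, so replicate number as a block was kept as an alternative only. Both tissues of 1 mouse did pair, with residual correlations of 0.12 to 0.74, above 0.1 in 24 of 24 mice.

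The other alternatives were quantile normalization, normexp background correction with an offset of 50, median centring, the deposited log2 table, no filter and a strict filter on dim probes, outlier spots kept, array quality weights, the array's 75th percentile as a covariate, only the 2 genotypes compared, an unpaired t-test as in the study's methods, a rank product at a false prediction share under 0.015, their union, and a floor of 1.5-fold. The deposited files hold no mean spot signal, so normexp used the median signal in place of the mean signal that was planned. Median centring, the signal covariate, the fits within 1 scan day and the fits without 1 WT array were chosen after seeing the data. Each group was also set beside other splits of the same mice, 100 drawn with a fixed seed. The splits within scan days and those of the rank product were drawn a second time.

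Each step was tested on simulated data with 200 changed probes. Limma recovered 78% to 82.5% of them, limma with scan day as a block 68% to 79.5%, and limma with slide as a fixed block 14.5% to 55%. The rank product made 270 to 430 false calls where probes differed in spread, 64.1% to 73.5% of its calls, and at most 2 where all probes had 1 spread. The 75th percentile of the arrays ran from 307.2 to 1884.2 intensity units, and 27855 to 32966 probes per array (67.7% to 80.1%) were well above background. The number of arrays limits the precision. No array was left out; Feature Extraction graded 30 arrays as in range and 18 as to be evaluated. Tables were made with data.table (version 1.17.8), pandas 2.3.3 and NumPy 2.4.6 in Python 3.11.15, and plots with Matplotlib 3.10.9.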

Results

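Transcript levels were measured on 48 arrays, 1 for each of 2 tissues (frontal cortex and hypothalamus) of 24 mice that had been kept awake for 12 h. The mice were homozygous for a knock-in of the human PER3 repeat region with 5 repeats (Per3 5/5, n = 8) or 4 repeats (Per3 4/4, n = 8), or were wild type (WT, n = 8). No mouse without sleep deprivation was measured in this series, so only differences between genotypes after sleep loss could be compared.

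The brightness of the arrays differed between the genotypes. In cortex the 75th percentile of the signal was 1266 ± 179.7 intensity units in WT, 908.0 ± 138.9 in Per3 5/5 and 744.8 ± 266.8 in Per3 4/4 mice (mean ± SD, n = 8 each). In hypothalamus it was 1505 ± 237.6, 1048 ± 113.2 and 927.9 ± 394.5 intensity units in the same order. The number of probes well above background was 30607 ± 938.1 in WT cortex, 30007 ± 816.6 in Per3 5/5 cortex and 29350 ± 1288 in Per3 4/4 cortex. No spot was saturated. Replicate arrays of a group correlated with r of 0.958 to 0.994 across probes, and no pair of arrays was identical.

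Genotype and scan day overlapped only in part, since no WT array was scanned on day 1. The first principal component held 28.0% of the variance in cortex and 30.7% in hypothalamus. Scan day accounted for 58.2% and 60.4% of its variance between arrays and genotype for 19.3% and 21.6%. For the second component, with 14.7% and 17.8% of the variance, scan day accounted for 44.1% and 52.6% and genotype for 60.0% and 53.6%. Among the knock-in mice alone, 7976 probes in cortex and 7540 in hypothalamus were called by limma between the 8 mice of day 1 and the 8 mice of later days. Within Per3 5/5, day 1 against day 3 gave 1813 calls in cortex and 9320 in hypothalamus (4 against 4 arrays). Within Per3 4/4, day 1 against day 2 gave fewer, 428 in cortex and 439 in hypothalamus (4 against 3 arrays). WT arrays of day 2 against day 3 gave 31 calls in cortex and 0 in hypothalamus (5 against 3 arrays), with 1921 and 2726 probes at an unadjusted p under 0.05. Values with scan day as a block, and from 1 scan day alone, are therefore given beside the pooled values.

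**Figure D1:**
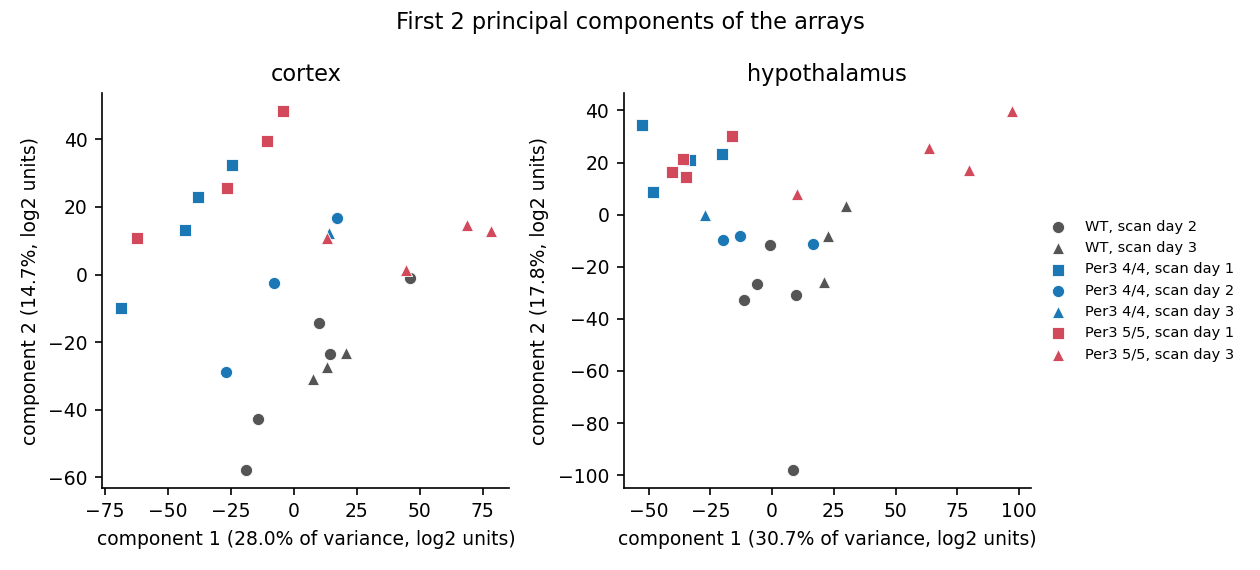
Scores of the 24 arrays of each tissue on the first and second principal component (log2 units, percent of variance on the axes), coloured by genotype and shaped by scan day. The squares of scan day 1, all from knock-in mice, lie apart from the other arrays in both tissues.

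The comparison of Per3 5/5 with Per3 4/4 mice asked whether the length of the repeat region changes the transcriptome after sleep loss. In cortex limma called 0 of 29715 probes. The smallest adjusted p was 0.201, and 4656 probes (15.7%) had an unadjusted p under 0.05. In hypothalamus limma called 0 of 30735 probes, with a smallest adjusted p of 0.173 and 4983 probes (16.2%) at an unadjusted p under 0.05. The rank product called 546 probes in cortex and 902 in hypothalamus, the 2-group test of the study's methods called 1 and 0, and their union, the alternative that moved these counts most, held 547 and 902. Within scan day 1, with 4 mice of each genotype, limma called 0 probes in either tissue, and 874 probes in cortex and 807 in hypothalamus had an unadjusted p under 0.05.

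The comparisons with WT asked what the human repeat region itself changes. In cortex, 3670 probes were called between Per3 5/5 and WT (2509 higher and 1161 lower in Per3 5/5) and 6696 between Per3 4/4 and WT (3980 higher and 2716 lower in Per3 4/4). In hypothalamus, 5788 probes were called between Per3 5/5 and WT (3159 higher, 2629 lower) and 4628 between Per3 4/4 and WT (2534 higher, 2094 lower). The share of higher calls depended on the scaling. It was 68.4% and 59.4% in cortex and 54.6% and 54.8% in hypothalamus, and with the arrays centred on their median it was 18.6%, 35.3%, 30.9% and 31.1%. The median absolute log2 difference of the called probes was 0.39 and 0.40 in cortex and 0.43 and 0.42 in hypothalamus, and the median residual SD of a probe was 0.25 and 0.28.

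These counts depended on scan day and slide. With scan day as a block, 293 and 2294 probes were called in cortex (Per3 5/5 and Per3 4/4 against WT) and 644 and 229 in hypothalamus. Of the probes called without the block, 246 (6.7%) and 2071 (30.9%) in cortex and 571 (9.9%) and 217 (4.7%) in hypothalamus were called with it, all with the same sign. On 1 scan day alone, Per3 5/5 against WT (4 against 3 mice, day 3) gave 1 call in each tissue, Ccl21a in both, with 5144 probes in cortex and 5485 in hypothalamus at an unadjusted p under 0.05. Per3 4/4 against WT (3 against 5 mice, day 2) gave 164 calls in cortex and 5 in hypothalamus, with 6778 and 2748 probes at an unadjusted p under 0.05; among the 5 calls, named after their values were seen, were Pttg1, Serpina1c, 2310001K24Rik and A_51_P410300. A fit with slide as a fixed block called 0 probes in all 4 comparisons with WT by limma, with 4961 and 5853 probes in cortex and 1372 and 2164 in hypothalamus at an unadjusted p under 0.05. That fit recovered at most 30.5% of the changed probes in simulated data for these comparisons. No slide held both Per3 5/5 and WT mice, so it compares these only indirectly, through Per3 4/4 mice that shared a slide with either.

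**Figure D2:**
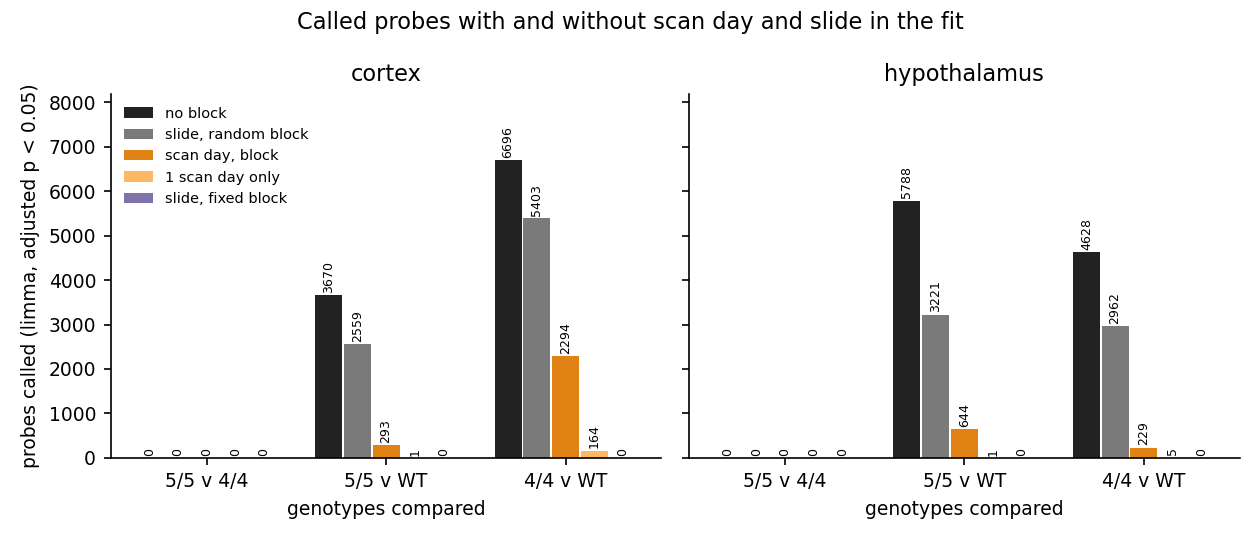
Number of probes called by limma (adjusted p under 0.05) for each pair of genotypes in cortex and hypothalamus; the bars stand for fits without a block, with slide as a random block, with scan day as a block, on 1 scan day alone and with slide as a fixed block. Against WT the counts fell from between 3670 and 6696 to between 229 and 2294 with scan day as a block; between both knock-ins every bar is at 0.

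Both knock-ins differed from WT with the same sign at 2369 probes in cortex (1571 higher, 798 lower) and 2656 in hypothalamus (1486 higher, 1170 lower), and at 0 probes with opposite signs. That was 64.6% of the Per3 5/5 calls and 35.4% of the Per3 4/4 calls in cortex, and 45.9% and 57.4% in hypothalamus. In 100 simulations of unchanged genotypes that shared the WT arrays, no probe was called in both. The simulations drew arrays at random and did not keep scan day with genotype. They therefore cannot rule out shared calls that come from scan day. Across all probes the differences of the knock-ins from WT correlated with r = 0.591 in cortex and 0.579 in hypothalamus, against a median of 0.488 and 0.483 and a maximum of 0.897 and 0.92 in those simulations, in which the shared WT arrays alone produce a correlation. Blocked on scan day, 217 and 123 probes were called in both knock-ins. Across both tissues and both knock-ins, 1029 of 29222 probes were called with the same sign (674 higher, 355 lower).

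The mouse Per3 gene was represented by 1 probe, A_51_P258493. Its log2 level relative to the 75th percentile was -2.73 ± 0.20 in Per3 5/5, -3.02 ± 0.37 in Per3 4/4 and -3.43 ± 0.26 in WT cortex (mean ± SD, n = 8 each). In hypothalamus it was -3.11 ± 0.30, -3.41 ± 0.29 and -3.58 ± 0.16. By limma it was higher than in WT in Per3 5/5 cortex (log2 difference 0.69, adjusted p 0.00546, 8 of 8 arrays above all WT arrays), in Per3 4/4 cortex (0.41, adjusted p 0.0382, 5 of 8) and in Per3 5/5 hypothalamus (0.47, adjusted p 0.0147, 7 of 8). It was not called in Per3 4/4 hypothalamus (0.17, adjusted p 0.349). Blocked on scan day, none of these was called (0.55, adjusted p 0.0839; 0.34, adjusted p 0.175; 0.32, adjusted p 0.156; 0.17, adjusted p 0.445, by limma in the same order). Averaged over both tissues of each mouse, Per3 was higher by 0.29 in Per3 5/5 than in Per3 4/4 (exact permutation p 0.0499, adjusted 0.0499), by 0.58 between Per3 5/5 and WT (exact p 0.000155, adjusted 0.000465) and by 0.29 between Per3 4/4 and WT (exact p 0.0393, adjusted 0.0499). Within 1 scan day these differences were 0.06 (exact p 0.714), 0.62 (exact p 0.0286, the smallest that 4 against 3 mice allow, adjusted 0.0858) and 0.05 (exact p 0.804). The directions of Per3 held under all 4 other scalings, but with normexp the difference of Per3 5/5 from Per3 4/4 fell from 0.28 to 0.03 in cortex and from 0.30 to 0.02 in hypothalamus.

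Homer1, whose form Homer1a rises with sleep loss per the study, was represented by 3 named probes that did not change alike. The array assigns A_52_P151211 to another Homer1 transcript than the other 2 probes. In the study, probes of 1 end of the transcript were higher in both knock-ins than in WT and probes of the other end lower. Which end each of these 3 probes covers was not known here. Averaged over both tissues of each mouse, A_51_P387159 was at -1.91 ± 0.30 in Per3 5/5, -2.30 ± 0.10 in Per3 4/4 and -2.52 ± 0.31 in WT (log2, mean ± SD, n = 8 each). The exact permutation p was 0.00186 for Per3 5/5 against Per3 4/4, 0.000155 between Per3 5/5 and WT and 0.0218 between Per3 4/4 and WT (adjusted over 9 comparisons 0.00419, 0.0014 and 0.028). Probe A_51_P387160 was at -1.59 ± 0.26, -1.87 ± 0.17 and -2.04 ± 0.25 in the same order, with exact permutation p of 0.0214, 0.00109 and 0.118 (adjusted 0.028, 0.00419 and 0.133). Probe A_52_P151211 was lower in the knock-ins, at 0.27 ± 0.15, 0.24 ± 0.12 and 0.43 ± 0.08, with exact permutation p of 0.624, 0.0207 and 0.0014 (adjusted 0.624, 0.028 and 0.00419). The difference of A_52_P151211 between the knock-ins changed sign in cortex with median centring. No other direction changed with the scaling. The permutation tests were not repeated without WT replicate 3, whose hypothalamus array was low at A_51_P387159 (-5.13). Without that array, the hypothalamus difference from WT at this probe fell from 0.19 to 0.05 in Per3 4/4 and from 0.68 to 0.54 in Per3 5/5. The permutation result for Per3 4/4 against WT at this probe may therefore lean on 1 mouse.

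Within 1 scan day the Homer1 differences kept their direction against WT. The smallest exact p that these groups allow is 0.0286 on days 1 and 3 and 0.0179 on day 2, so a single comparison of the 9 at that value would not pass the adjustment. For Per3 5/5 against Per3 4/4 on day 1 they were 0.17 (exact p 0.114) for A_51_P387159, 0.12 (exact p 0.314) for A_51_P387160 and -0.04 (exact p 0.686) for A_52_P151211. Between Per3 5/5 and WT on day 3 they were 0.67 (exact p 0.0571), 0.58 (exact p 0.0571) and -0.09 (exact p 0.486), and between Per3 4/4 and WT on day 2 they were 0.22 (exact p 0.464), 0.08 (exact p 0.804) and -0.12 (exact p 0.214). The smallest adjusted value was 0.257. By limma, 4 of the 18 Homer1 comparisons were called. These were A_51_P387159 in Per3 5/5 against WT in cortex (0.54, adjusted p 0.0108) and hypothalamus (0.68, adjusted p 0.00964), A_51_P387160 in the same comparison in hypothalamus (0.56, adjusted p 0.00718), and A_52_P151211 in Per3 4/4 against WT in cortex (-0.24, adjusted p 0.0309). With scan day as a block, 0 of the 18 were called by limma.

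**Figure D3:**
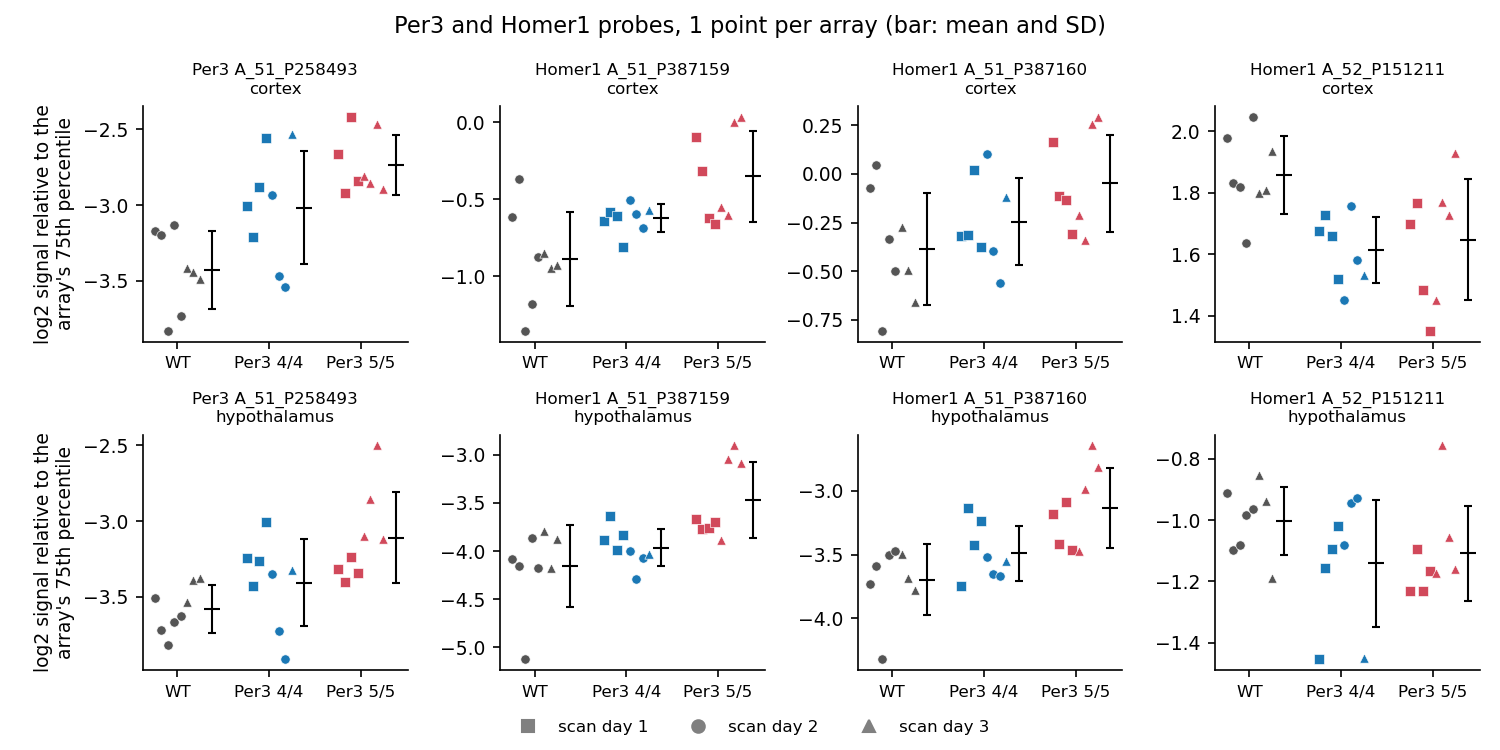
Log2 signal relative to the 75th percentile of the array for the Per3 probe and the 3 Homer1 probes, 1 point per array with the shape giving the scan day; bars give the mean and SD of 8 arrays. Per3 lay above all WT arrays on 8 of 8 Per3 5/5 arrays in cortex, and 1 WT hypothalamus array lay far below the others at A_51_P387159 and A_51_P387160.

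Clock genes were compared because PER3 is one of them. Of 23 clock genes tested, limma called 0 in Per3 5/5 against Per3 4/4 in either tissue, also when adjusted over the list alone, with 1 in cortex and 3 in hypothalamus at an unadjusted p under 0.05; the rank product called 0 clock genes in any comparison. Against WT, limma called 5 in Per3 5/5 and 8 in Per3 4/4 cortex (7 and 8 adjusted over the list alone) and 7 and 6 in hypothalamus (8 and 7 adjusted over the list alone). Besides Per3, Bhlhe41 was higher in both knock-ins and both tissues (log2 differences 0.30 to 0.49), Cry2 was higher in both knock-ins in cortex and in Per3 5/5 hypothalamus, and Dbp and Nr1d1 were higher in Per3 4/4 cortex and in both knock-ins in hypothalamus. Per1 and Npas2 were higher in Per3 5/5 cortex. Nr1d2 was lower in Per3 4/4 cortex and in both knock-ins in hypothalamus, Nfil3 was lower in both knock-ins in hypothalamus, and Clock was lower in Per3 4/4 in both tissues. Timeless was lower in Per3 4/4 cortex, a direction that flipped with normexp background correction; the other directions held under all 4 other scalings. In the fit blocked on scan day, 4 of these 26 calls remained, namely Bhlhe41 in cortex in Per3 5/5 (0.47, adjusted p 0.0375 by limma) and in Per3 4/4 (0.30, adjusted p 0.0465), and Cry2 (0.23, adjusted p 0.0452) and Nr1d2 (-0.24, adjusted p 0.0325) in Per3 4/4 cortex. As a set, the clock genes passed no camera test in any comparison (smallest adjusted p 0.504), and fry gave an adjusted p of 0.0116 in Per3 5/5 against WT cortex.

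Of the genes the study discussed in relation to sleep, 17 were tested in cortex and 18 in hypothalamus. The study picked most of this list on these samples, so the counts adjusted over the list alone are not independent evidence; it named Kcne2, Prl, Tnfrsf25, Ptgs2 and Homer1 also or only from an experiment under another light schedule. In Per3 5/5 against Per3 4/4, limma called 0 in either tissue, with 4 in cortex and 7 in hypothalamus at an unadjusted p under 0.05 and 3 and 6 when adjusted over the list alone. Against WT, 4 were called in each knock-in in cortex (5 and 4 adjusted over the list alone), and 7 in Per3 5/5 and 3 in Per3 4/4 in hypothalamus (9 and 3 adjusted over the list alone). In Per3 5/5, Kcna2 was higher in cortex (0.57) and hypothalamus (0.85), Adora1 was higher in both (0.24 and 0.34), Ptgs2 was lower in both (-0.51 and -0.62) and Crhbp was lower in cortex (-0.51). In Per3 5/5 hypothalamus Slc29a3 was higher (0.45), and Adh1 (-0.88), Kcne2 (-0.80) and Nkapl (-0.54) were lower. With normexp, the hypothalamus differences of Ptgs2 and Kcne2 in Per3 5/5 shrank to -0.03 and -0.09. In Per3 4/4, Ifi47 was higher (0.94 in cortex and 1.03 in hypothalamus), Map4k5 was lower (-0.34 and -0.30) and Nkapl was lower (-0.79 and -0.63), which in cortex flipped with normexp. Probe A_52_P151211 of Homer1 was the fourth call in Per3 4/4 cortex. With scan day as a block, 3 of the 18 calls remained: Kcna2 in Per3 5/5 hypothalamus (0.93, adjusted p 0.0381 by limma), Crhbp in Per3 5/5 cortex (-0.77, adjusted p 0.0432) and Map4k5 in Per3 4/4 cortex (-0.29, adjusted p 0.0434). Camera passed no comparison of this list (smallest adjusted p 0.264), and fry gave an adjusted p of 0.02 in Per3 5/5 against WT hypothalamus.

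A list of genes that respond to sleep deprivation, written from general knowledge, was compared between the genotypes. The list sets no direction of response for its genes, and no rested mouse was measured. A lower list level therefore does not show a smaller response. By camera the list was lower in Per3 4/4 than in WT hypothalamus (32 genes, median log2 difference -0.14, adjusted p 0.0452). This held under fry (adjusted p 0.00422) and not with an estimated correlation (adjusted p 0.179). The other 5 comparisons had adjusted camera p of 0.321 to 0.901. In cortex, for Per3 5/5 against Per3 4/4, the median (0.05) and mean (0.02) of the list were above 0 while camera ranked it lower, and the median was -0.01 with median centring.

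Among the named probes with the largest differences in cortex, Leng8 (1.19), Eps8l1 (1.08) and Fcho1 (1.04) were highest in Per3 5/5 relative to WT, and Ccl21a (-2.90), Ahsg (-2.30) and Mup1 (-2.04) lowest. In Per3 4/4 cortex Dct (1.20), Hes6 (1.17) and Sla2 (1.17) were highest and Slx1b (-2.53), Ces2f (-1.77) and Vgll1 (-1.71) lowest. In Per3 5/5 hypothalamus Lhx8 (1.72), Akt1 (1.25) and Olfr740 (1.21) were highest and S100a8 (-3.11), Tshb (-3.07) and Ccl21a (-2.96) lowest. In Per3 4/4 hypothalamus Slc29a3 (1.39), 4930432K21Rik (1.26) and Sox10 (1.26) were highest and Slx1b (-2.33), Ddx3y (-1.69) and Tgds (-1.63) lowest. Their adjusted p by limma ran from 0.00328 to 0.0467. Under the scan day block, 6 of these 24 were called, namely Dct (1.63), Hes6 (0.86) and Sla2 (1.28) in Per3 4/4 cortex and Lhx8 (2.31), S100a8 (-3.24) and Tshb (-3.61) in Per3 5/5 hypothalamus. Ccl21a and Slx1b each fell into 2 separate levels by mouse in both tissues. The Ddx3y probe A_52_P1083441 did so too, with the mice of scan day 1 on the lower level; its difference of scan day 1 minus later days was -2.62 in hypothalamus, and that of another Ddx3y probe, A_51_P402994, was 0.08. Slc29a3 was called here at A_52_P103940, while the probe counted in the sleep list, A_51_P185465, was not called in this comparison (0.33, adjusted p 0.0912 by limma). Tshb is a pituitary transcript and 1 WT array held pituitary transcripts at a high level; without that array the Tshb difference was -2.32 (adjusted p 0.00587 by limma).

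Called in both knock-ins and both tissues, the 5 genes with the largest differences were all lower than in WT: Utp18 (-1.70 to -1.80), Pcbp1 (-1.27 to -1.33), Cbx8 (-1.13 to -1.16), Virma (up to -1.30) and Zfp345 (-0.96 to -1.36). Normexp changed the sign for Utp18 in Per3 4/4 cortex. In the fit blocked on scan day, the differences of Pcbp1 were -0.24 to -0.32 and 0 of 4 were called; of the 20 differences of the 5 genes, 2 were called, those of Cbx8 (-0.38) and Virma (-0.51) in Per3 4/4 cortex. The Pcbp1 probe A_52_P241129 was at -2.41 ± 0.23 on the 8 cortex arrays of scan day 1 and at -0.32 ± 0.20 on the 16 arrays of later days (mean ± SD), without overlap. Another probe for Pcbp1, A_51_P248544, was at 4.04 ± 0.15 on the same 8 arrays and at 4.21 ± 0.19 on 15 of the arrays of later days.

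**Figure D4:**
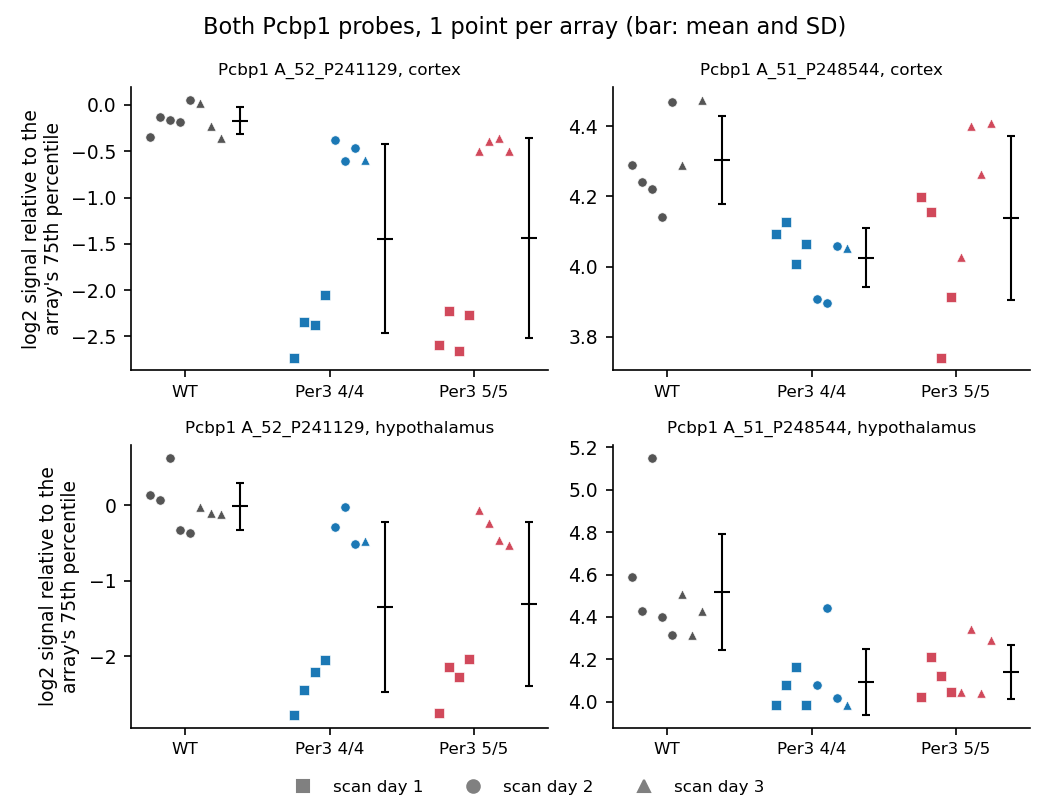
Log2 signal relative to the 75th percentile of the array for both probes of Pcbp1, 1 point per array with the shape giving the scan day; bars give the mean and SD of the arrays of a genotype. At A_52_P241129 the squares of scan day 1 lie between -2.73 and -2.06 in cortex, below all other arrays (-0.61 to 0.05); at A_51_P248544 they overlap.

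Whether a genotype difference itself differed between the tissues was tested as an interaction on 48 arrays. Limma called 0 of 31228 probes for Per3 5/5 against Per3 4/4, with 516 at an unadjusted p under 0.05. It called 5 probes for Per3 5/5 against WT and 1 for Per3 4/4 against WT, none of them well above background on any cortex array. Paired by mouse, with mouse as a random block, the counts were 1 (Wnt16, named after its value was seen), 14 and 2. Normexp moved the last count most, to 38. The differences of both tissues correlated across 28918 probes, which are not independent replicates. For Per3 5/5 against Per3 4/4, r was 0.737 (rho 0.702), for Per3 5/5 against WT 0.754 (rho 0.770) and for Per3 4/4 against WT 0.773 (rho 0.786). Other splits of the mice gave medians of 0.394, 0.387 and 0.352, because both tissues of a mouse vary together. With scan day as a block in both tissues r was 0.595, 0.569 and 0.553, and with slide as a block 0.222, 0.114 and 0.197.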

Values the study reported

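The study reported 816 transcripts with significant differential expression in cortex for Per3 5/5 against Per3 4/4 mice, 4268 for Per3 5/5 against WT and 5131 for Per3 4/4 against WT. In hypothalamus it listed 716, 4823 and 4138 transcripts for the same comparisons. It counted 1647 transcripts that differed from WT in both knock-ins and in both tissues.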

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

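All tests of where a single array's signal came from, the test of expression behind the interaction and the fits without 1 WT array were chosen only after the results were seen; the splits of the mice behind the interaction counts were planned.

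In each group of 8 arrays, the distance of the most extreme array from its nearest neighbour was set against the range of the group, for quality measures, Per3, Homer1 and the mean of each gene list. In 12 of 96 groups an array lay apart. Chance alone sets an array apart in about 1 in 20 groups. No biological explanation was tested for a single array.

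In hypothalamus, Per3 4/4 replicate 6 had 27911 probes well above background, against 30068 to 31785 on the other arrays of its group. Its 75th percentile was 307.2 intensity units, the lowest of its group, so a dim array is a candidate explanation.

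At the Homer1 probes A_51_P387159 and A_51_P387160, WT replicate 3 in hypothalamus was at -5.13 and -4.32, below the other WT arrays (-4.18 to -3.79 and -3.78 to -3.47). The cortex array of this mouse was also the lowest of its group at both probes, at -1.35 and -0.81. The low level may therefore belong to the mouse rather than the array. Both arrays of the mouse shared a slide, so slide stays open. The hypothalamus array also lay apart on the second principal component (score -97.97), so a wider difference of this tissue sample stays open too. Without it, both probes were still called higher in Per3 5/5 than in WT hypothalamus (0.54, adjusted p 0.0123, and 0.48, adjusted p 0.0111, by limma), and the uncalled differences in Per3 4/4 hypothalamus dropped from 0.19 to 0.05 and from 0.21 to 0.12. Of 25 called hypothalamus values of Per3, Homer1 and the genes with the largest differences, 9 were no longer called without it (adjusted p 0.0502 to 0.0859 by limma), and all 25 kept their sign.

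At the Homer1 probe A_52_P151211, Per3 5/5 replicate 6 in hypothalamus was at -0.76, above the other arrays of its group (-1.23 to -1.06). The same mouse was at 1.77 in cortex, not the highest of its group, which leaves open whether the mouse rather than the array was the source.

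WT replicate 8 in hypothalamus had a mean of 3.86 over 7 pituitary genes, against -3.96 to -3.0 on the other WT arrays. It was the highest of its group at 7 of 7 genes, with Prl at 7.89, Gh at 8.09 and Cga at 7.78, so RNA from the pituitary is a candidate source. Per3 5/5 replicate 5 in cortex had a mean of -2.44 over the same list (others -6.02 to -4.85). It was the highest at 5 of 7 genes, with Prl at 1.61 and Gh at 1.24, and RNA from the pituitary may account for it as well, at a lower level. The tested cortex probes held 5 of the 7 genes and the hypothalamus probes 6, and the study discussed 1 of the list, Prl. Without WT replicate 8, the hypothalamus counts were 5190 (Per3 5/5 against WT) and 3720 (Per3 4/4 against WT), and 9 of the 25 called values described above were no longer called (adjusted p 0.0503 to 0.0643 by limma), all 25 with the same sign.

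The choroid plexus genes had a mean of -4.85 in Per3 5/5 replicate 4 in cortex (others -6.16 to -5.58), with 6 of 10 genes highest, and of -2.99 in WT replicate 8 in hypothalamus (others -3.84 to -3.47), with 5 of 10 highest. Ttr, the most abundant transcript of that tissue, was not the highest on either array (-7.00 and -4.55). RNA from the choroid plexus can be neither excluded nor shown by these values, and the second of these arrays is the one with pituitary transcripts.

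Per3 4/4 replicate 2 in cortex had a mean of 1.51 over 9 striatal genes, against -0.19 to 0.11 on the other arrays of its group, and was the highest at 8 of them. Penk was at 5.72 (others 3.6 to 4.66) and Pde10a at 3.31 (others 1.35 to 1.74), so RNA from the striatum in the dissected sample is a candidate source. All 9 genes also passed the filter on dim probes in cortex and in hypothalamus. In hypothalamus, Per3 5/5 replicate 3 had a mean of 0.52 over this list (others 0.09 to 0.29). It was the highest at 5 of 9 genes, Penk not among them (4.90), and RNA from the striatum stays open there.

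Per3 5/5 replicate 7 in hypothalamus had the lowest mean of hypothalamus markers, 1.28 against 1.93 to 2.43. It was the lowest at 10 of 14 genes, which is consistent with less hypothalamic tissue in the sample. The loss was uneven. Agrp was at -2.49 (others 0.12 to 1.45) and Pomc at 1.98 (others 3.57 to 4.86), while Nkx2-1 was the highest of the group (-0.41) and Oxt was not the lowest (6.40), so a sample that held less of 1 part of the hypothalamus stays open. Per3 5/5 replicate 8 in hypothalamus had a mean of 2.41 over 3 blood genes (others 0.06 to 1.15). It was the highest at 3 of 3, with Hba-a1 at 7.09 (others 4.78 to 5.98), so RNA from blood is a candidate source.

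By limma the interaction of genotype and tissue was called at 5 probes, all named after their values were seen. For Per3 5/5 against WT, the difference in hypothalamus minus that in cortex was -1.93 at Nr0b1 (adjusted p 0.00224 by limma), -1.41 at A_51_P353934 (0.0443), -1.68 at Six6 (0.017), -2.98 at Gm9758 (0.0106) and -1.07 at A_52_P876147 (0.0106). For Per3 4/4 against WT it was -1.13 at A_52_P876147 (0.00915). In hypothalamus the Per3 5/5 level lay below all WT arrays on 8 of 8 arrays for Nr0b1 and A_51_P353934, 7 for A_52_P876147 and 6 for Six6 and Gm9758, and the Per3 4/4 level did so on 7 of 8 for A_52_P876147. As for the interaction counts, 1 of 100 splits of the mice, the real one, gave as many calls in either comparison. That argues against chance there, though the count for Per3 4/4 was only 1 call. With 0 calls by limma for Per3 5/5 against Per3 4/4 (516 probes at an unadjusted p under 0.05), 100 of 100 splits gave as many by construction, which says nothing about chance.

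None of these 5 probes was well above background on any cortex array, so expression in the hypothalamus only may be why they were called (5 of 5 probes). A change in cortex could not have been seen at these probes, and the differences given above subtract cortex values at background level, so their sizes do not show how far the tissues differ. A difference in the part of the hypothalamus that was dissected stays open. As a list, hypothalamus markers passed no camera test for Per3 5/5 against WT (13 genes, adjusted p 0.546, unadjusted 0.364), but blocked on scan day their unadjusted camera p was 0.0479, lower in Per3 5/5 (median -0.11), which does not exclude such a difference. With scan day as a block, the hypothalamus differences were -1.18 at Nr0b1 (adjusted p 0.0062 by limma), -0.63 at A_51_P353934 (0.0368), -1.13 at Six6 (0.0209) and -2.27 at Gm9758 (0.028), and A_52_P876147 was not called in Per3 5/5 (-0.51, 0.09) or Per3 4/4 (-0.58, 0.0691). Gm9758 was well above background on 10 of 24 hypothalamus arrays. An effect of the genotype stays open.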

How the results depend on the processing

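Median centring, the 75th percentile of the array as a covariate, the fits within 1 scan day and the fits without 1 WT array were chosen only after the data were seen; the other alternatives were planned. Values against WT are given for Per3 5/5 cortex, Per3 4/4 cortex, Per3 5/5 hypothalamus and Per3 4/4 hypothalamus, in this order, and counts for both knock-ins for cortex, then hypothalamus. Without an alternative named, the counts of called probes against WT were 3670, 6696, 5788 and 4628, and 2369 and 2656 in both knock-ins.

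Of 339 values of 28 summary results under the alternatives, 229 stayed on the same side of the threshold or within 1.5 times, 98 moved by more, 7 passed a threshold they had not passed, 4 no longer passed and 1 reversed. Of 1008 values of 68 single probes, 836 kept their direction and their side of the threshold, 165 were no longer called, 4 became called and 3 reversed. Of those no longer called, 43 were lost with scan day as a block, 49 with slide as a fixed block, 18 with normexp, 15 with slide as a random block and 12 without a filter. Outlier spots kept changed none of the 68. Where no cause is given below, the cause was not tested.

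Scan day as a block gave 293, 2294, 644 and 229 calls, 217 and 123 in both knock-ins, 4 of the 26 clock gene calls, 3 of the 18 sleep gene calls and 0 of the Per3 and Homer1 calls. Within 1 scan day, which leaves 7 or 8 mice, there were 1, 164, 1 and 5 calls. Slide as a fixed block gave 0 calls against WT by limma in all 4 comparisons (4961, 5853, 1372 and 2164 probes at an unadjusted p under 0.05), and so 0 in both knock-ins and 0 clock, sleep, Homer1 and Per3 calls. This fit uses up 11 degrees of freedom for 12 slides. With slide as a random block the hypothalamus counts were 3221 and 2962, 1621 in both knock-ins, and 7 sleep gene calls. Slide as a fixed block reversed Ccl21a in Per3 5/5 cortex (from -2.90 to 0.33) and hypothalamus (from -2.96 to 0.02). The correlations of the tissues fell from 0.737, 0.754 and 0.773 (Per3 5/5 against Per3 4/4, Per3 5/5 against WT, Per3 4/4 against WT) to 0.222, 0.114 and 0.197 with slide, to 0.569 and 0.553 against WT with scan day, and to 0.53, 0.544 and 0.605 with no filter, which adds dim probes.

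Normexp background correction gave 9317, 16261, 1927 and 1872 calls and 8195 and 740 in both knock-ins. Of the calls without it, 80.9%, 80.6%, 33.2% and 39.6% were also called with it, with the same sign except in Per3 4/4 cortex, where 5259 of 5398 shared calls had the same sign. With it the median log2 difference of all probes from WT was 0.15, 0.23, 0.08 and 0.16, against 0.06, 0.02, 0.03 and 0.02 without it. The percent of called probes that were higher, 68.4, 59.4, 54.6 and 54.8, became 84.9 and 83.9 in cortex with normexp, 46.9 in Per3 5/5 cortex with quantile normalization, and 18.6, 35.3, 30.9 and 31.1 with median centring, which moves the reference point of every array. Utp18 in Per3 4/4 cortex went from -1.77 to 0.02 with normexp, still below the median of all probes there.

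Array weights gave 7151 calls in Per3 5/5 cortex, 10397 and 10684 in hypothalamus, 5316 and 8216 in both knock-ins and 31 sleep gene calls. With the 75th percentile of the array as a covariate there were 2032 and 125 calls in cortex, 2064 in Per3 4/4 hypothalamus, and 97 and 1753 in both knock-ins. The 1.5-fold floor, which only removes calls, left 539, 1063, 1242 and 881, and 187 and 286 in both knock-ins. The rank product gave 792, 876, 600 and 788, 275 and 248 in both knock-ins, 0 clock gene calls, 11 sleep gene calls, and 0 Homer1 and 0 Per3 calls. In the knock-ins against each other, limma called 0 probes in both tissues (4656 and 4983 at an unadjusted p under 0.05), the rank product 546 in cortex and 902 in hypothalamus, the test of the study's methods 1 in cortex and 0 in hypothalamus (3064 and 4013 at an unadjusted p under 0.05), and their union 547 and 902. In simulated data with unequal spread, 64.1% to 73.5% of rank product calls were false. Counting all probes of a gene gave 55 clock gene calls, and no filter gave 10 sleep gene calls.

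For the interaction by limma, the counts of 0 (Per3 5/5 against Per3 4/4), 5 (Per3 5/5 against WT) and 1 (Per3 4/4 against WT) became 1, 14 and 2 with mouse as a random block, a paired fit. Against WT they became 1 and 0 with quantile normalization (924 and 730 probes at an unadjusted p under 0.05), 8 and 38 with normexp, 10 and 6 with array weights, 0 and 0 in the deposited table (1054 and 717) and 0 and 0 with the strict filter (698 and 549). The strict filter removes the 5 called probes, which are dim in cortex. The count for Per3 5/5 against WT was 3 with slide as a block and 3 with the paired mouse difference.

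Replicate number as a block, which pairs mice by slide for replicates 1 to 5 only and never Per3 5/5 with WT, gave 0, 3669 and 6896 calls in cortex and 0, 6406 and 5355 in hypothalamus (Per3 5/5 against Per3 4/4, Per3 5/5 against WT, Per3 4/4 against WT). Without WT replicate 8 or 3 the hypothalamus counts ran from 5008 to 5190 for Per3 5/5 and from 3720 to 3786 for Per3 4/4, and 2188 to 2227 in both knock-ins.

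The camera test of genes that respond to sleep deprivation depended on the setting. In Per3 4/4 against WT hypothalamus, where the adjusted p was 0.0452, it became 0.0679 with quantile normalization, 0.0518 with the strict filter, 0.0526 with slide as a block and 0.179 with an estimated correlation, and it ran from 0.00367 to 0.179 over the 8 alternatives run for this test. Blocked on scan day its unadjusted camera p was 0.00109. In the other comparisons normexp gave adjusted p of 0.0136 (Per3 5/5 against Per3 4/4 cortex, where the direction reversed from lower to higher, as in 6 of the 8 alternatives), 0.0136 (Per3 5/5 against WT cortex), 0.00367 (Per3 4/4 against WT cortex), 0.0462 and 0.0462 (Per3 5/5 against Per3 4/4 and against WT hypothalamus). Slide as a block gave 0.00784 and 0.00343 in cortex against WT and 0.00976 in hypothalamus for Per3 5/5 against Per3 4/4. The ranges over these 8 alternatives were 0.0136 to 0.985, 0.00784 to 0.891 and 0.00343 to 0.866 in cortex, and 0.00976 to 0.478 and 0.0462 to 0.58 in hypothalamus.

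Signal over background limits the dim probes. Of 41174 probes, 29715 were tested in cortex and 30735 in hypothalamus, and a change at the others could not be seen.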

Other observations

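The tests of slide for the correlations between tissues, of the array signal level, the splits within scan days and for the rank product, and all tests of probes at 2 levels were chosen only after the results were seen; the other tests were planned.

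Each count was set beside other splits of the same mice, 100 with the real one. For Per3 5/5 against Per3 4/4, where limma called 0 probes (4656 in cortex and 4983 in hypothalamus at an unadjusted p under 0.05), 100 of 100 splits gave as many in either tissue by construction, which says nothing about chance. A split of the same 16 knock-in mice by scan day, day 1 against later days, gave 7976 and 7540 calls. The rank product calls, 546 in cortex and 902 in hypothalamus, were matched by 4 and 5 of 100 splits in the first draw and by 8 and 3 of 100 in a second draw. The draws differ on which tissue falls under 0.05, so chance cannot be excluded in either. For Per3 5/5 and Per3 4/4 against WT in both tissues, and for the probes called in both knock-ins, 1 of 100 splits, the real one, gave as many calls. That argues against chance, but these splits moved mice across scan days. The largest other counts were 2150 in Per3 4/4 hypothalamus and 268 in Per3 4/4 cortex.

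Blocked on scan day and split within scan days, 2 of 100 splits gave as many calls as the real one for Per3 5/5 against WT in cortex, 2 of 100 for Per3 4/4 against WT in cortex and 1 of 100 for both knock-ins in cortex. In hypothalamus 4 of 100 did for Per3 4/4 against WT and 4 of 100 for both knock-ins. A second draw of the splits gave 1, 1, 1, 2 and 1 of 100. This argues against chance in these 5 cases without excluding it, since the shares were not adjusted for the number of tests. In the first draw other splits reached 938 (Per3 5/5) and 4200 (Per3 4/4) calls in cortex. In hypothalamus they reached 898 (Per3 4/4) and 843 (both knock-ins). For Per3 5/5 against WT in hypothalamus (644 calls), 9 of 100 splits gave as many in the first draw, with up to 6293 calls, and 2 of 100 in the second draw, with up to 5553. The draws disagree, so chance cannot be excluded.

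If scan day made most of the differences from WT, they would shrink in the blocked fit to a slope under 0.5, a limit set before that fit was run. Over the called probes, the slope of blocked on unblocked log2 differences was 0.819 in Per3 5/5 cortex (0.693 to 0.98 over 100 resamples of the mice), 0.696 in Per3 4/4 cortex (0.618 to 0.778) and 0.796 in Per3 5/5 hypothalamus (0.583 to 0.968), which argues against scan day as the main cause there. In Per3 4/4 hypothalamus it was 0.69 (0.478 to 0.967). That argues against scan day as the whole cause. The interval reaches below 0.5, so scan day as the main cause stays open for these calls. Across probes, the differences from WT were also correlated with the difference of scan day 1 from later days, which uses the same knock-in arrays. For Per3 5/5 and Per3 4/4, r was 0.146 and 0.558 in cortex and 0.084 and 0.583 in hypothalamus. In cortex, 28.3% and 41.7% of the calls were also called by scan day, against 26.8% of all probes. Scan day therefore went with more of the Per3 4/4 than of the Per3 5/5 differences, in cortex too. With the array signal level as a covariate the slopes were 1.045, 0.934, 1.076 and 1.112 in the same order (Per3 5/5 and Per3 4/4 cortex, then hypothalamus), which argues against array brightness as the whole cause. A part of the differences that follows scan day may come from the scan, the hybridisation or the day the mice were kept awake, and these were not separated. Slide stays open, and so does an effect of the genotype.

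At least 3 of 4 male genes were well above background on every array. Xist was well above background on 2 arrays, both of Per3 4/4 cortex. These detection calls argue against sex of the mice as the cause. The mean of the male genes exceeded Xist by at least 5.04 on the arrays of Per3 5/5 and WT cortex. The smallest gap was 3.46 for Per3 4/4 and WT cortex, and 5.28 and 4.58 in hypothalamus (log2). Different probes are compared there and Xist was mostly at background, so the sizes of these gaps carry no weight. DNA carried over around Per3 from the strain used to make the knock-ins would put the shared calls near Per3. Among the named probes called in both knock-ins, 0.63% in cortex and 0.72% in hypothalamus belonged to the 100 nearest genes. Of the probes of these genes 13 of 144 were called in cortex, against 2061 of 22787 elsewhere (Fisher's exact p 1). In hypothalamus 17 of 143 were called, against 2359 of 23537 elsewhere (exact p 0.483). Blocked on scan day, 3 of 144 were called in cortex, against 172 of 22787 elsewhere (exact p 0.0981). In hypothalamus 1 of 143 was, against 106 of 23537 elsewhere (exact p 0.478). The nearest genes then held 1.71% and 0.93% of the named calls. The nearest genes hold few of the tested probes, so these shares had to be small whatever the cause. Without the block, 9% of the probes near Per3 and 9% elsewhere were called in cortex, and 11.9% and 10% in hypothalamus. These rates show no clear excess near Per3. Blocked, they were 2.1% and 0.8% in cortex, which rests on 3 calls near Per3. An effect of carried-over DNA on genes elsewhere could not be seen by this test.

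The correlations of the differences between the tissues were matched by 3 of 100 splits of the mice for Per3 5/5 against Per3 4/4, 1 of 100 for Per3 5/5 against WT and 2 of 100 for Per3 4/4 against WT. These shares, not adjusted for the number of tests, argue against chance without excluding it. With scan day as a block in both tissues they were 0.595, 0.569 and 0.553, matched by 3, 2 and 1 of 100 splits, which argues against scan day as the whole cause. With slide as a block they were 0.222, 0.114 and 0.197, matched by 31 of 99, 66 of 100 and 27 of 100 splits. Across the tissues the array residuals correlated with a median of 0.36 for the same mouse, 0.17 for different mice of a genotype on 1 slide (over 0.1 in 9 of 12) and -0.08 for different mice on different slides (over 0.1 in 38 of 156). Slide therefore goes with part of what the tissues share, and whether it carries the correlations of the differences stays open.

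Some probes fell into 2 separate levels by mouse. Of 29222 probes tested in both tissues, 162 did so in cortex and 201 in hypothalamus, with a gap of at least 1 log2 unit. For 42 of the 45 that did so in both, the same mice were apart. In 0 of the 42 did the levels separate all mice of 1 genotype from the rest. In 31 of the 42 the mice of scan day 1 were the lower level. The step was 1.54 to 2.87 in cortex and 1.57 to 3.01 in hypothalamus. For 10 genes with such a probe and another probe, 24 of 24 values of the other probes shifted less than the midpoint of the step, with a median absolute shift of 0.10 against 2.10. A step of single probes on the arrays is therefore a candidate explanation, and a transcript level that differed in the mice of scan day 1 is argued against. Because no WT mouse was scanned on day 1, such probes can be called against WT, as the Pcbp1 probe A_52_P241129 was. Whether they come from a different array lot was not tested.

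The other 11 probes at 2 levels separated neither the mice of scan day 1 nor all mice of 1 genotype. Among them 6 genes were named after their values were seen, namely Tceanc2, Ccl21a, 8430429K09Rik, Slx1b, Pttg1 and Gdpd3. Of 25 probes of genes near 8430429K09Rik, 4 (16%) separated the same mice, for Dusp18, Pik3ip1 and Tug1, so an inherited difference shared by neighbouring genes is a candidate explanation. Near the other 5 genes, 1 of 132 neighbouring probes did so, for Gm3893 near Ccl21a, which leaves an inherited difference open. Over all 6 genes it was 5 of 157 (3.2%, Fisher's exact p 1.33e-12 against probes on other chromosomes). Ccl21a and Slx1b were among the largest differences from WT, and those differences depend on how many mice of each genotype had either level. The lower level of Ccl21a was held by 7 Per3 5/5, 4 Per3 4/4 and 1 WT mice. That of Slx1b was held by 1, 4 and 0 mice in the same order. The study also listed both genes as different from WT in both knock-ins under another light schedule.

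Probes with the same RefSeq accession were compared across 5161 pairs in cortex and 5239 in hypothalamus, which are not independent replicates. The differences of Per3 5/5 from WT correlated within pairs with r = 0.301 and 0.377, and blocked on scan day with 0.362 and 0.481. Those of Per3 4/4 correlated with 0.293 and 0.299, and blocked with 0.325 and 0.345. The differences of Per3 5/5 from Per3 4/4, where limma called no probe, correlated with 0.414 and 0.44, and blocked with 0.386 and 0.437. The difference of scan day 1 from later days gave 0.258 and 0.270, and the difference of the tissues gave 0.877.

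Of the gene lists not described in the report, 3 passed camera. Oligodendrocyte genes (9 tested) were higher in hypothalamus in Per3 5/5 (median 0.30, adjusted p 0.00423) and in Per3 4/4 (0.42, adjusted p 1.91e-05) than in WT. Both held under fry (0.00381 and 0.000197) and neither with an estimated correlation (0.36 and 0.167). Blocked on scan day the medians were 0.25 and 0.40. In cortex the list passed no camera test after adjustment, and its medians lay the other way, at -0.13 and -0.03, or -0.26 and -0.26 blocked (unadjusted camera p 0.00412 and 0.0963); whether the tissues differ was not tested for the list. Interferon-induced genes (13 tested, Ifi47 among them, which the study also discussed) were lower in Per3 5/5 than in Per3 4/4 (adjusted p 0.00151 in cortex and 7.98e-06 in hypothalamus, medians -0.16 and -0.26) and than in WT (0.00332 in both tissues, medians -0.26 and -0.29). Under fry the adjusted p were 0.166, 0.0388, 0.166 and 0.0645 in the same order, and none passed with an estimated correlation (0.34, 0.244, 0.34 and 0.34). In cortex the blocked medians were -0.05 and 0.02, so the second changed sign. Immediate early genes (12 tested, 11 of them also among the genes that respond to sleep deprivation) were higher in hypothalamus in Per3 5/5 than in Per3 4/4 (median 0.17, adjusted p 0.00972) and lower in Per3 4/4 than in WT (-0.31, adjusted p 0.00972). Both held under fry (0.0309 and 0.0166) and neither with an estimated correlation (0.208). The direction of each of these medians held under all 4 other scalings. Markers separated the tissues. Cortex markers had group means of 1.95 to 2.06 in cortex and -2.43 to -2.12 in hypothalamus, and hypothalamus markers had group means of 2.06 to 2.19 in hypothalamus and -3.91 to -3.66 in cortex. The other lists passed no camera test. Their smallest adjusted p were 0.254 for cortex markers, 0.405 for hypothalamus markers, 0.0606 for choroid plexus and 0.208 for pituitary. For striatum, thalamus, blood and male markers they were 0.135, 0.788, 0.953 and 0.0681. None of these lists passed with an estimated correlation, but some passed fry against WT. By fry, male markers were lower in Per3 4/4 in both tissues (adjusted p 0.00248 in each) and in Per3 5/5 hypothalamus (0.0484). In Per3 5/5 hypothalamus, choroid plexus genes were lower (0.019) and cortex markers higher (0.0293). Striatal genes were higher in Per3 4/4 hypothalamus (0.0364).

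The spike-in controls, relative to the 75th percentile of the array, were at 3.13 ± 0.45 in WT, 3.81 ± 0.16 in Per3 4/4 and 3.35 ± 0.57 in Per3 5/5 cortex (log2, mean ± SD, n = 8 each), and at 3.16 ± 0.17, 3.33 ± 0.16 and 3.11 ± 0.50 in hypothalamus.

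In Per3 5/5 against Per3 4/4, limma called 0 probes in cortex and 0 in hypothalamus here. That is lower than the values quoted from the study above. The tests differ, and the union of the rank product and the 2-group test of the study's methods held 547 probes in cortex and 902 in hypothalamus here. In both tissues and both knock-ins, 1029 probes differed from WT with the same sign. That is lower than the value quoted from the study above.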
